A study of Mus musculus with 18 samples. Its data were reported in "Impaired PRC2 activity promotes transcriptional instability and favors breast tumorigenesis" (2015).

How the data were processed

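RNA of clone C2 was measured on 18 Affymetrix Mouse Gene ST arrays, 8 in a time course and 10 in a rescue experiment, with 2 arrays in each of 9 groups. According to the paper's methods the authors normalized the arrays with RMA in the R package oligo, and the deposited values are log2 intensities. For the rescue experiment the methods also state a correction of a batch difference between the first and the second replicates with a linear model in limma. The labels do not say whether the deposited values carry that correction. The lowest value per array lay between 1.68 and 1.86 in the time course and between 2.29 and 3.33 in the rescue experiment, and the standard deviation per array between 2.64 and 2.70 and between 2.29 and 2.38, so the 2 experiments were normalized apart and levels were compared only within each. No genome build is given for the arrays, and positions of genes were used only to find neighbouring genes and chromosomes from a mouse reference annotation.

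The table held 28440 probe sets. Of these, 21217 carried 1 gene symbol, 1881 several and 5342 none. Symbols were matched to the reference annotation by gene identifier for 21184 probe sets, 33 were not matched, and 0 symbols were changed. Where a gene had more than 1 probe set, as 1386 genes did, the probe set with the highest mean was kept, which left 18820 genes. The 7223 probe sets with several genes or none were fitted apart and are given only as counts. Tspan7, a gene the study imaged, had no probe set of its own and was not analysed here.

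Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per group. The time course was fitted without a block (4 residual degrees of freedom, 5.27 prior). The rescue experiment was fitted with the replicate number as a block (4 residual, 3.62 prior), because of the stated batch. A fit of all 18 arrays tested the difference between the effect of Ezh2 loss in the rescue experiment and that at day 32 (8 residual, 4.89 prior). P-values were adjusted by Benjamini and Hochberg over all genes, all tests were two-sided, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. In gene lists, rose and fell mean an adjusted p under 0.05 at any fold. The groups, comparisons, tests, lists and alternatives were fixed before the data were examined, apart from those named as added later. With 2 arrays per group no test for outlying arrays and no count over other groupings of the arrays was made.

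Replicate numbers were checked for pairing by correlating, across genes, the difference between replicates of each group with that of each other group. In the time course r lay between −0.07 and 0.05 over 6 pairs of groups, so the numbers do not pair arrays there. In the rescue experiment r lay between −0.43 and 0.54 over 10 pairs, of which 6 were negative.

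Genes were named by a fixed rule. For each comparison with vehicle or control these were Ezh2, Ezh1, Cpa6, Cdkn2a and Cdkn1a, up to 15 higher and 15 lower genes with the largest change among those at an adjusted p under 0.05, and up to 4 members of each list with the smallest adjusted p. For other comparisons up to 10 higher and 10 lower genes were named. Predicted genes, pseudogenes and small RNAs were counted and not named. A few genes outside this rule (the 15 early genes, the post-rescue values of genes named elsewhere, and the axon guidance and neighbouring genes) were chosen after the values were seen.

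The 28 lists were subunits of PRC2 and PRC1, cell cycle inhibitors, Hox genes, developmental transcription factors, proliferation, p53 targets, Myc targets and ribosome biogenesis, interferon response, antigen presentation, imprinted genes, extracellular matrix and fibroblast, smooth muscle, skeletal muscle, adipocyte, cartilage and bone, neuronal, epithelial, endothelial, blood cells, pluripotency, germline, cholesterol synthesis, integrated stress response, protocadherins, TGF beta and BMP signalling, Wnt signalling, and genes the study imaged, of which Cpa6 alone was measured. Lists with at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry, which tests whether the genes of a set move, on balance, 1 way. For the sets chosen in 1 experiment and measured in the other, fry called a set at an unadjusted p under 0.05. Camera p-values were adjusted over the 27 lists tested in each comparison. With an estimated correlation 0 lists were called in each of the 13 comparisons within an experiment, against 8 at day 5, 10 at day 18 and 8 at day 32 with the preset one, and fry called 13, 17 and 20.

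Sets chosen in 1 experiment were measured in the other. Genes higher, or lower, at both day 18 and day 32 were measured in the rescue experiment, and genes higher, or lower, in Ezh2 null cells were measured in the time course. Expected overlaps are the product of the 2 list sizes over the number of genes. Correlations and covariances without effects came from 20 simulated data sets with the fitted spread of each gene and the same shared control arrays.

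The fits were tested on simulated data in which 67, 67 and 66 of 18820 genes were changed by 0.5, 1 and 2 log2 units. Between day 5 and vehicle, limma called 56 of 67 genes changed by 0.5 log2 units at an adjusted p under 0.05 (83.6%), 67 of 67 changed by 1 and 66 of 66 changed by 2, with 11 false calls (5.5% of calls). Between Ezh2 null and control the counts were 35 of 67 (52.2%), 63 of 67 (94%) and 66 of 66, with 15 false calls (8.38%).

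The alternatives tried were leaving out the lowest 30% of genes, quantile normalization, median centring, fits with and without the block, the mean of a gene's probe sets, leaving out each array in turn, fitting only the 2 groups compared, rank product with 100 permutations (the study's method, at 15% and 2-fold), no minimum fold, an adjusted p under 0.15 with 2-fold, and eBayes with trend and robust. Added after the data were seen were comparisons of the late times with day 5 for the lists, a split of the rescue by the size of the day 32 effect and by genes at least 2 log2 units higher at both late times, a fit of the time course without day 32, the lists without each array and under each scaling, the difference between post-rescue and null cells by size class, and the tests of neighbouring and axon guidance genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.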

Results

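Gene expression was measured on 18 Affymetrix mouse gene arrays of clone C2, a line of c-Myc-transformed mouse embryonic fibroblasts in which Ezh2 can be deleted with tamoxifen. Ezh2 is the catalytic subunit of the Polycomb complex PRC2, which places the repressive mark H3K27me3. A time course held 8 arrays in 4 groups, namely vehicle and day 5, day 18 and day 32 after tamoxifen. A rescue experiment held 10 arrays in 5 groups, namely control cells wild type for Ezh2, Ezh2 null cells, cells given Ezh1 or Ezh2 before the endogenous gene was deleted (Ezh1 pre-rescue and Ezh2 pre-rescue), and cells given Ezh2 after its deletion (Ezh2 post-rescue). Every group held 2 arrays, and this number limits the precision of all values below. The median log2 value per array lay between 4.98 and 5.08 in the time course and between 6.16 and 6.27 in the rescue experiment, because the 2 experiments were normalized separately. Replicate arrays correlated across genes with r between 0.991 and 0.998. The study calls its replicates biological, but no label says that they came from separate cultures, so the p-values measure only the spread between these samples, which may in part be technical. Errors are standard errors of the log2 change (n = 2 arrays per group), and a gene was called when it changed at least 2-fold at an adjusted p under 0.05.

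The targeted gene is given first. Ezh2 read 9.37 and 9.42 on the vehicle arrays, 9.29 and 9.20 at day 5, 9.80 and 9.63 at day 18, and 9.73 and 9.81 at day 32. In the rescue experiment Ezh2 read 10.36 and 10.56 in control cells, 10.46 and 10.48 in Ezh2 null cells, 10.15 and 10.30 in Ezh1 pre-rescue, 12.26 and 11.84 in Ezh2 pre-rescue, and 12.55 and 12.12 in Ezh2 post-rescue. The Ezh2 probe set did not fall after tamoxifen and therefore checks nothing about the deletion, which is taken from the labels. Its log2 change was −0.16 ± 0.084 at day 5 (adjusted p = 0.259), and it rose by 0.32 ± 0.084 at day 18 (adjusted p = 0.02) and 0.38 ± 0.084 at day 32 (adjusted p = 0.0068). In Ezh2 null cells the change was 0.008 ± 0.173 (adjusted p = 0.99). Exogenous Ezh2 was read by the same probe set, at 1.87 ± 0.173 above control in Ezh2 post-rescue (adjusted p = 0.00465) and 1.59 ± 0.173 in Ezh2 pre-rescue (adjusted p = 0.183). Ezh1, the paralogous methyltransferase, was 2.10 ± 0.157 above control in Ezh1 pre-rescue (adjusted p = 0.027). In the time course Ezh1 fell by 0.63 ± 0.077 at day 18 (adjusted p = 0.000277) and 0.99 ± 0.077 at day 32 (adjusted p = 1.21e-05).

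The first comparison asked what had changed early, while by the study's account the mark was only partly lost. No tamoxifen-treated group of the time course kept Ezh2, so changes from vehicle may come from the treatment as well as from Ezh2 loss. The gene with the largest rise was Egfl6, a secreted matrix protein with EGF repeats, at 3.04 ± 0.098 log2 units above vehicle (adjusted p = 2.16e-06). Oas2, an interferon-induced oligoadenylate synthetase, followed at 2.62 ± 0.123 (adjusted p = 4.55e-06), and the growth factor gene Igf1 rose by 2.47 ± 0.115. Ankrd1 rose by 2.45, Strip2 by 2.44, Vsig1 by 2.41, the phosphatase gene Ppef1 by 2.41 ± 0.095, and Fap, which encodes the fibroblast activation protein, by 2.01 ± 0.134. Among falling genes were Aldoc, a glycolytic aldolase, at −2.63 ± 0.109 (adjusted p = 2.86e-06), the hyaluronan synthase gene Has2 at −1.73, Car9, a carbonic anhydrase induced by hypoxia, at −1.72 ± 0.172, and the calcium-binding protein gene S100a4 at −1.57 ± 0.099. Cdkn1a, the cell cycle inhibitor gene, rose by 1.01 ± 0.075 (adjusted p = 3.97e-05), while Cdkn2a, which encodes the inhibitor that PRC2 is known to silence, fell by 0.44 ± 0.089 (adjusted p = 0.00867). Cpa6, a carboxypeptidase gene that the study imaged in single nuclei, was 0.31 ± 0.125 above vehicle (adjusted p = 0.128).

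Gene groups moved at day 5 as follows. Of 28 measured interferon response genes, 25 rose and 1 fell, with the same counts when adjusted over the list alone; Bst2 rose by 1.59 ± 0.07, Mx2 by 1.48 ± 0.09 and Usp18 by 1.39 ± 0.083. The list had a median change of 0.90 (camera adjusted p = 2.03e-19; adjusted p = 0.125 with an estimated correlation). Of 19 cholesterol synthesis genes 18 fell, and 19 when adjusted over the list alone, among them Tm7sf2 at −1.20 ± 0.084 and Idi1 at −0.91 ± 0.092 (median −0.67, camera adjusted p = 2.74e-19; adjusted p = 0.12 with an estimated correlation). Of 30 proliferation genes 15 fell and 0 rose, and 19 fell and 1 rose when adjusted over the list alone; Bub1b fell by 0.75 ± 0.079 and Birc5 by 0.64 ± 0.07 (median −0.30, camera adjusted p = 4.08e-09; adjusted p = 0.209 with an estimated correlation). Of 18 genes of the integrated stress response 11 rose, with the same count adjusted over the list alone, led by the cystine transporter gene Slc7a11 at 1.77 ± 0.086 and Trib3 at 1.61 ± 0.137 (median 0.46, camera adjusted p = 1.17e-07; adjusted p = 0.209 with an estimated correlation). Of 19 cartilage and bone genes 7 fell and 1 rose, and 8 fell and 2 rose when adjusted over the list alone, with the collagen gene Col11a1 at −1.03 ± 0.093 (camera adjusted p = 0.000924; adjusted p = 0.251 with an estimated correlation). Of 14 adipocyte genes 6 rose, also when adjusted over the list alone, including Pparg by 1.31 ± 0.145 (camera adjusted p = 0.0267; adjusted p = 0.231 with an estimated correlation), a call lost without vehicle replicate 2 (0.0962) and without the lowest 30% of genes (0.0783). Of 26 TGF beta and BMP signalling genes 9 rose and 1 fell, and 11 and 1 when adjusted over the list alone (median 0.11, camera adjusted p = 0.00867; adjusted p = 0.231 with an estimated correlation). Markers of blood cells, 12 of them measured, had 1 that rose, the lysozyme gene Lyz2 by 0.50 ± 0.121, with a median of 0.008 and a mean of −0.01 over the list.

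In all, 182 genes were called higher and 35 lower at day 5, among 18820 tested. At any fold, 2077 were higher and 1077 lower at an adjusted p under 0.05. Subtracting each array's median, in place of the deposited scaling, moved the median of all genes from −0.005 to −0.15 at day 5, from −0.02 to −0.18 at day 18 and from −0.02 to −0.14 at day 32. With this median centring the calls became 117 higher and 67 lower at day 5, 284 and 242 at day 18, and 354 and 425 at day 32. Relative to that shift the list medians were 0.75 for the interferon response, −0.82 for cholesterol synthesis and −0.44 for proliferation at day 5, and the directions of the interferon, cholesterol and proliferation lists at all 3 times were kept.

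**Figure D1:**
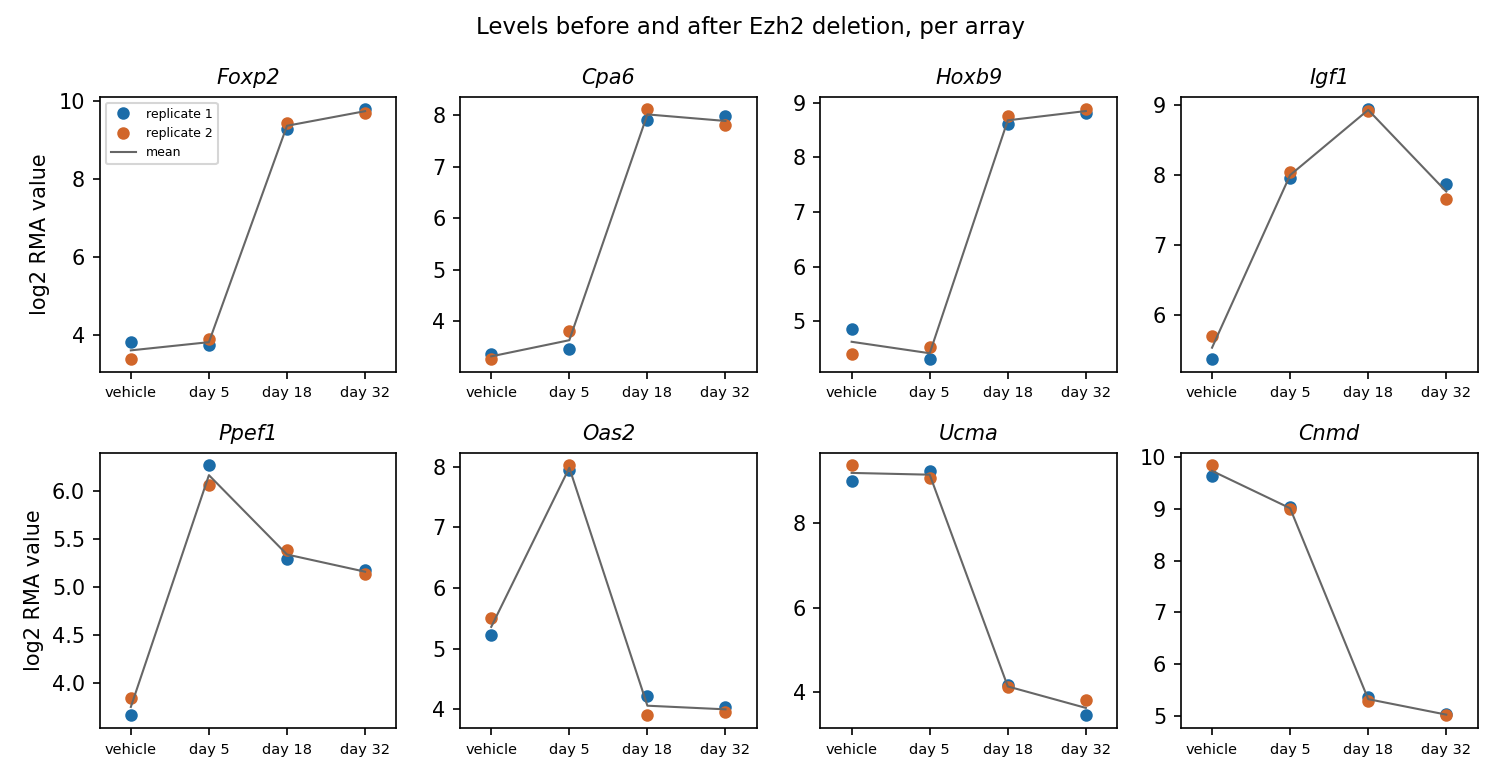
Log2 RMA values (y axis) of 8 genes in the 4 groups of the time course (x axis), with 1 point per array coloured by replicate and a line through the group means. Foxp2, Cpa6 and Hoxb9 were near the vehicle level at day 5 and far above it at day 18 and day 32, Igf1, Ppef1 and Oas2 were already high at day 5, and Ucma and Cnmd were low at the late times.

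The second comparison asked what had changed 18 days after tamoxifen. Rorb, which encodes an orphan nuclear receptor, rose by 5.86 ± 0.146 log2 units (adjusted p = 1.97e-08) and the forkhead factor gene Foxp2 by 5.75 ± 0.137 (adjusted p = 1.61e-08). Plag1, a zinc finger transcription factor gene, rose by 4.94 ± 0.098, the ubiquitin ligase gene Rnf128 by 4.82, Cpa6 by 4.70 ± 0.125 (adjusted p = 3.29e-08), the ephrin gene Efna5 by 4.52 ± 0.111, and Igf2bp3, which encodes an RNA-binding protein, by 4.23. Cpa6 read 3.37 and 3.26 on the vehicle arrays, below the array medians, so its rise is a lower bound if that signal is background. Aldh1a1 rose by 4.77 and its close paralog Aldh1a7 by 4.30, and these values are uncertain because probes can be shared between the pair. The largest falls were those of Ucma, a cartilage matrix protein gene, at −5.05 ± 0.141 (adjusted p = 4.21e-08), Cnmd, which encodes chondromodulin, at −4.41 ± 0.086, Angptl1 at −3.54, Edil3 at −3.40, Padi2 at −3.36, elastin (Eln) at −2.65 and lumican (Lum) at −2.59 ± 0.123.

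At day 18 all 30 proliferation genes rose, with the same count adjusted over the list alone; the replication licensing gene Cdc6 rose by 1.11 ± 0.091 and Birc5 by 0.88 ± 0.07 (median 0.74, camera adjusted p = 6.39e-22; adjusted p = 0.138 with an estimated correlation). Of 30 Myc target and ribosome biogenesis genes 21 rose, and 26 when adjusted over the list alone (median 0.33, camera adjusted p = 3.61e-09; adjusted p = 0.22 with an estimated correlation). Of the 28 interferon genes 25 fell and 1 rose, and 26 fell when adjusted over the list alone, with Xaf1 at −1.62 ± 0.077 and Usp18 at −1.66 ± 0.083 (median −1.23, camera adjusted p = 1.16e-18; adjusted p = 0.138 with an estimated correlation). Ifit3 fell by 2.36 and its paralog Ifit3b by 2.39, a pair whose probes can also be shared. Of 34 extracellular matrix and fibroblast genes 18 fell and 5 rose, and 19 and 5 when adjusted over the list alone; decorin (Dcn) fell by 2.11 ± 0.069 and Fbln1 rose by 1.44 ± 0.072 (camera adjusted p = 0.000233; adjusted p = 0.308 with an estimated correlation). Of 19 cartilage and bone genes 9 fell and 1 rose, and 10 fell when adjusted over the list alone, with Sox6, a chondrogenic transcription factor gene, at −1.60 ± 0.118 (camera adjusted p = 1.99e-05; adjusted p = 0.22 with an estimated correlation). Of 19 cholesterol synthesis genes 12 fell, and 14 when adjusted over the list alone (median −0.31, camera adjusted p = 1.16e-05; adjusted p = 0.22 with an estimated correlation). Of 18 integrated stress response genes 7 rose and 1 fell, and 8 and 1 when adjusted over the list alone (camera adjusted p = 0.00853; adjusted p = 0.34 with an estimated correlation). Of 26 TGF beta and BMP signalling genes 12 rose and 2 fell on either adjustment (camera adjusted p = 0.0372; adjusted p = 0.236 with an estimated correlation). This call was lost without vehicle replicate 1 (0.0888) and without the lowest 30% of genes (0.0872). Of 25 imprinted genes 3 rose and 8 fell on either adjustment (camera adjusted p = 0.0487; adjusted p = 0.236 with an estimated correlation). It was lost without vehicle replicate 2 (0.0678), without day_18 replicate 2 (0.115), with quantile normalization (0.116) and with median centring (0.131).

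Developmental regulators known as Polycomb targets moved in both directions at day 18. Of 36 Hox genes 14 rose and 6 fell, and 17 and 7 when adjusted over the list alone; Hoxb9 rose by 4.05 ± 0.139, Hoxb13 by 3.00 ± 0.141 and Hoxb5 by 2.41 ± 0.117, while Hoxa3 fell by 1.23 ± 0.08. The list passed with a camera adjusted p of 0.0487 (adjusted p = 0.236 with an estimated correlation), and this call was lost without vehicle replicate 2 (0.0678), without day_18 replicate 2 (0.0643), without the lowest 30% of genes (0.274) and with quantile normalization (0.0758). Of 142 developmental transcription factor genes 28 rose and 6 fell, with the same counts adjusted over the list alone, among them Foxf1 at 3.79 ± 0.086, Ebf2 at 2.79 ± 0.106 and Gata3 at 2.25 ± 0.116. Their median was −0.02 and their mean 0.19, so the sign of the list depended on the summary. Among 10 PRC2 subunit genes 5 rose and 2 fell, and 5 and 4 when adjusted over the list alone; Phf19, which encodes an accessory subunit, rose by 1.81 ± 0.085 (adjusted p = 9.49e-07) and Suz12 by 0.46 ± 0.08. In all, 396 genes were called higher and 177 lower at day 18.

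The third comparison, day 32 against vehicle, gave 484 genes higher and 312 lower. Foxp2 rose by 6.12 ± 0.137 (adjusted p = 9.03e-09), Rorb by 5.85, Efna5 by 5.11, Plag1 by 4.94, Cpa6 by 4.57 ± 0.125 (adjusted p = 2.74e-08), Hoxb9 by 4.22, the protocadherin gene Pcdh9 by 4.02 ± 0.102 and the transcription factor gene Tfap2b by 3.66. Falling genes were Ucma at −5.56 ± 0.141 (adjusted p = 1.86e-08), Cnmd at −4.71, Lum at −3.57 ± 0.123, Dcn at −2.89 ± 0.069 and Trp53inp1, a p53-induced gene, at −3.18 ± 0.068. Of the 28 interferon genes 27 fell and 1 rose, with the same counts adjusted over the list alone; Ifit1 fell by 2.91 ± 0.091 and Xaf1 by 2.47 ± 0.077 (median −1.52, camera adjusted p = 1.54e-21; adjusted p = 0.0943 with an estimated correlation). All 30 proliferation genes rose, as they did when adjusted over the list alone (median 0.88, camera adjusted p = 2e-20; adjusted p = 0.0943 with an estimated correlation). Of the Myc target list 28 rose, also when adjusted over the list alone (median 0.54, camera adjusted p = 2.32e-13; adjusted p = 0.103 with an estimated correlation), and 18 of 19 cholesterol synthesis genes fell, also when adjusted over the list alone (median −0.71, camera adjusted p = 2.16e-12; adjusted p = 0.0943 with an estimated correlation). Trp53inp1 and the paralogs Ifit3 and Ifit3b, at −4.25 ± 0.177 and −3.10, lay among the 15 largest falls.

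The other lists were counted at day 32 in the same way. Counts adjusted over the list alone stand in parentheses. In the extracellular matrix list 18 fell and 3 rose (19 and 4), with a camera adjusted p of 1.54e-05 (adjusted p = 0.329 with an estimated correlation), and in the cartilage list 10 fell and 1 rose (11 and 1), with a camera adjusted p of 5.73e-05 (adjusted p = 0.234 with an estimated correlation). Of 18 integrated stress response genes 9 rose and 2 fell (10 and 2), with a camera adjusted p of 0.00156 (adjusted p = 0.329 with an estimated correlation), and of 25 imprinted genes 3 rose and 8 fell (3 and 11), with Igf2 at −2.24 ± 0.107 and a camera adjusted p of 0.0151 (adjusted p = 0.234 with an estimated correlation). The lists that follow did not pass with camera. Fry called 20 of the 27 lists at day 32, among them Hox genes (fry adjusted p = 0.00317) and developmental transcription factors (fry adjusted p = 0.00295). It also called TGF beta and BMP signalling (fry adjusted p = 0.00392), p53 targets (fry adjusted p = 0.00713) and PRC2 subunits (fry adjusted p = 0.0104). Among 36 Hox genes 13 rose and 6 fell (14 and 6), among 142 developmental transcription factors 26 rose and 8 fell (25 and 7), among PRC2 subunits 5 rose and 3 fell (5 and 3), and among 18 PRC1 subunits 6 rose and 3 fell (7 and 3). Of 10 cell cycle inhibitors 3 rose and 2 fell (3 and 4), of 23 p53 targets 5 rose and 8 fell (7 and 8), and of 13 antigen presentation genes 3 rose and 5 fell (3 and 6). TGF beta and BMP signalling had 10 of 26 that rose and 2 that fell (12 and 2), Wnt signalling 9 of 32 and 7 (9 and 9), and the protocadherins 9 of 31 and 10 (9 and 10). The median and the mean of the transcription factor, protocadherin and Wnt lists differed in sign, at −0.03 and 0.13, −0.06 and 0.17, and −0.01 and 0.13.

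Markers of other cell types were also measured at day 32. Of 18 smooth muscle genes 3 rose and 5 fell (3 and 6 when adjusted over the list alone), of 25 skeletal muscle genes 1 rose and 2 fell (1 and 1), and of 14 adipocyte genes 2 rose and 3 fell (2 and 3). Of 23 neuronal genes 6 rose and 0 fell (5 and 0), including Ncam1 at 1.09 ± 0.083 and Scn3a at 1.18 ± 0.116, although the median was −0.04 and the mean 0.16. Of 24 epithelial genes 1 rose (0), the desmosomal gene Pkp1 by 0.36 ± 0.097, of 15 endothelial genes 3 rose and 1 fell (3 and 1), and of 12 blood cell genes 1 rose (1), Lyz2 by 0.90 ± 0.121. Of 18 pluripotency genes 3 fell (3), including Klf2 at −1.46 ± 0.077, with a median of 0.02 and a mean of −0.15. Of 25 germline genes 1 rose and 2 fell (1 and 0).

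Between day 18 and day 32 the test called 14 genes higher and 30 lower. Ppfia2, which encodes a liprin, rose by 2.39 ± 0.078 (adjusted p = 2.37e-06), Mgat4c by 2.00, and the axon guidance receptor gene Dcc by 1.49. The lectin-like gene Chodl changed by −2.51 ± 0.095 (adjusted p = 4.56e-06), Ifit3 by −1.89, Gpc3, a glypican gene, by −1.77, Igf2 by −1.62 and Irf7, an interferon regulatory factor gene, by −1.43. Of 28 interferon genes 17 fell between these times, and 22 when adjusted over the list alone (median −0.55, camera adjusted p = 1.31e-22; adjusted p = 0.0952 with an estimated correlation). Changes from vehicle at day 18 and day 32 correlated across genes at r = 0.909, against r = 0.498 for simulated groups without any effect that share the vehicle arrays, and genes are not independent replicates. The covariance was 0.171, against 0.006 simulated. The 2 late lists shared 326 higher and 160 lower genes, where independent lists would share 10.2 and 2.93. Day 5 and day 18 shared 24 higher and 11 lower genes (3.83 and 0.329 for independent lists) and correlated at r = 0.137 (0.496 simulated), with a covariance of 0.0157 (0.00595 simulated). The 2 vehicle arrays were not split between the comparisons, so part of each excess may come from the shared controls. Simulated groups without any effect that share the vehicle arrays had a mean of 0 shared genes in each of these overlaps. Simulated comparisons that share no arrays also gave 0, so this value does not measure what the shared controls add.

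Differences between times were tested directly, a test added after the data were seen. Between day 5 and day 32 the interferon list moved by a median of −2.51 (camera adjusted p = 4.6e-25; adjusted p = 0.079 with an estimated correlation) and the proliferation list by 1.25 (camera adjusted p = 2.3e-23; adjusted p = 0.079 with an estimated correlation). The extracellular matrix list moved by −0.49 (camera adjusted p = 1.62e-07; adjusted p = 0.218 with an estimated correlation); at day 5 itself 13 of its genes had risen and 3 fallen (13 and 5 when adjusted over the list alone), with a camera adjusted p of 0.0429 (adjusted p = 0.54 with an estimated correlation) that was lost without vehicle replicate 1 (0.24), without day_5 replicate 2 (0.0789) and without the lowest 30% of genes (0.192). Camera called 4 more lists between these times, and 0 lists with an estimated correlation. Myc targets moved by a median of 0.42 (camera adjusted p = 5.16e-10) and Hox genes by 0.11 (camera adjusted p = 0.0361). The other 2 were adipocyte genes at −0.28 (camera adjusted p = 0.0361) and cartilage and bone at −0.31 (camera adjusted p = 0.0338).

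**Figure D2:**
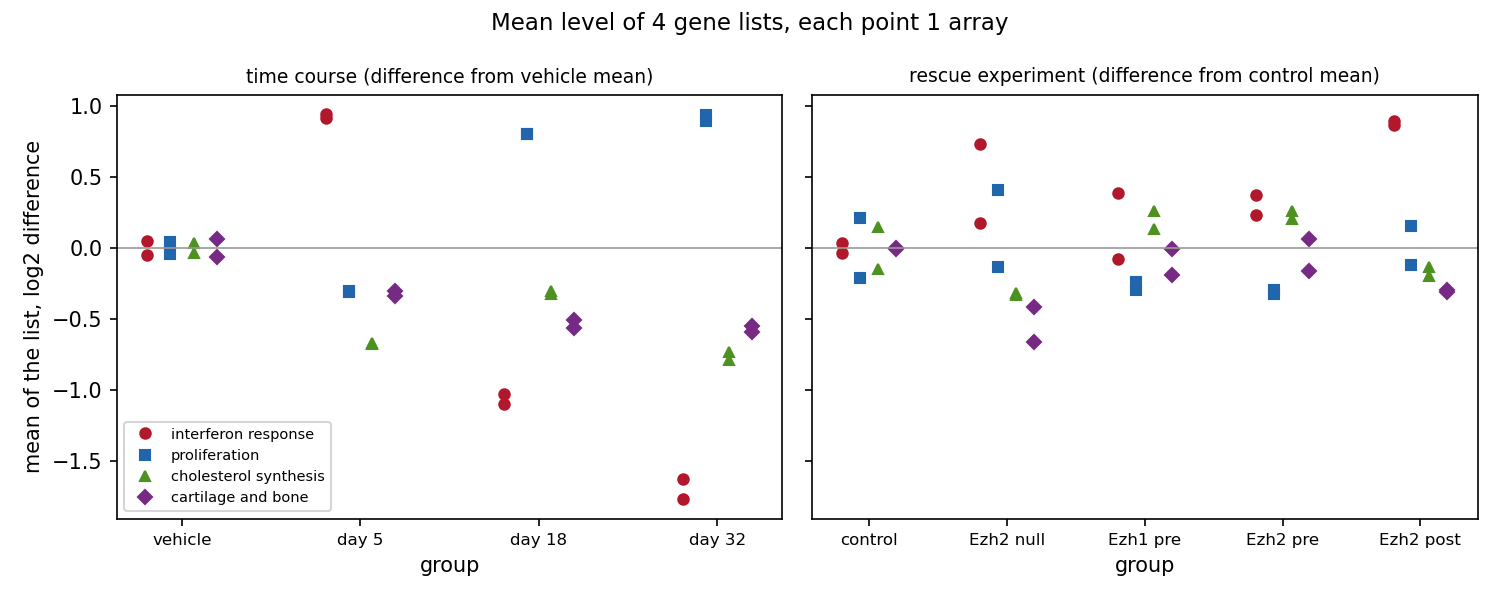
Mean log2 level of 4 gene lists per array (y axis), as the difference from the vehicle mean in the time course (left panel) and from the control mean in the rescue experiment (right panel), with 1 point per array and groups on the x axis. The interferon list lay above vehicle at day 5 and below it at the late times, whereas in the rescue experiment both arrays of Ezh2 null, Ezh2 pre-rescue and Ezh2 post-rescue cells lay above the control mean.

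The fourth comparison, in the rescue experiment, set Ezh2 null cells against control cells. Foxp2 was higher by 4.70 ± 0.657 (adjusted p = 0.0169), Rorb by 4.41 ± 0.347 (adjusted p = 0.00216), Plag1 by 4.33 ± 0.254 (adjusted p = 0.00113), Cpa6 by 4.00 ± 0.349 (adjusted p = 0.00317) and Hoxb9 by 3.63 ± 0.491 (adjusted p = 0.0147). Chn1, which encodes a Rac GTPase-activating protein, was higher by 3.05 ± 0.208, Pcdh9 by 3.03 ± 0.335, Igf1 by 2.94 ± 0.373 and the Rag GTPase gene Rragd by 2.84 ± 0.195. Fibromodulin (Fmod) changed by −3.21 ± 0.299 (adjusted p = 0.00427), Ucma by −2.77 ± 0.384, Frzb, a secreted Wnt inhibitor gene, by −2.51 ± 0.363, elastin (Eln) by −2.49 ± 0.325 and Cnmd by −1.78 ± 0.15. Phf19 rose by 1.22 ± 0.086 (adjusted p = 0.00143) and Cdkn1a by 1.16 ± 0.175 (adjusted p = 0.0213), while Cdkn2a was at −0.01. The test called 118 genes higher and 40 lower, and 176 and 58 at the study's thresholds. The total of 158 became 310 without Ezh2 null replicate 1, and of 61 named genes that were called, 40 remained called without Ezh2 null replicate 2 and 44 without control replicate 2. Fitted on the arrays of these 2 groups alone, with 1 residual degree of freedom, limma called 0 genes and 0 of the 61 kept their call, against 267 genes by rank product and 2910 at an unadjusted p under 0.05 in the full fit.

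Gene groups were also tested in Ezh2 null cells. Of 36 Hox genes 6 were higher and 3 lower (7 and 5 when adjusted over the list alone), with Hoxb13 at 1.79 ± 0.084 and Hoxc5 at −1.44 ± 0.126, a median of −0.05 and a mean of 0.16. Of 142 developmental transcription factors 9 were higher (12, and 2 lower, when adjusted over the list alone), with Vax2 at 1.48 ± 0.153 and Foxa1 at 1.18 ± 0.087. Of 28 interferon genes 3 were higher (5 when adjusted over the list alone), namely Gbp2 by 1.48 ± 0.106, Rsad2 by 1.54 ± 0.212 and Gbp3 by 1.23 ± 0.184 (median 0.35, camera adjusted p = 2.64e-07; adjusted p = 0.606 with an estimated correlation). Of 19 cartilage genes 3 were lower (7 when adjusted over the list alone), Col2a1 by a change of −1.04 ± 0.153 among them (camera adjusted p = 7.06e-05; adjusted p = 0.606 with an estimated correlation). No cholesterol synthesis gene passed over all genes, 0 of 19, while 10 were lower when adjusted over the list alone (median −0.30, camera adjusted p = 3.01e-07; adjusted p = 0.643 with an estimated correlation). Of 30 proliferation genes 0 passed on either adjustment, with a median of 0.15 (camera adjusted p = 0.00147; adjusted p = 0.76 with an estimated correlation). That call was lost without control replicate 2 (0.54) and without Ezh2_null replicate 1 (0.906), and the mean level of the list was 10.15 and 9.73 on the 2 control arrays and 10.35 and 9.81 on the 2 null arrays. Camera called 10 lists in all with the preset correlation, 0 with an estimated one (lowest camera adjusted p = 0.606), and fry 0. The others were the integrated stress response (camera adjusted p = 1.63e-05), antigen presentation (camera adjusted p = 0.00129), extracellular matrix (camera adjusted p = 7.06e-05), Myc targets (camera adjusted p = 7.33e-05), PRC1 subunits (camera adjusted p = 0.0133) and TGF beta and BMP signalling (camera adjusted p = 0.0398). The matrix call was lost without control replicate 2 (0.0945). The Myc call was lost without control replicate 2 (0.571) and without Ezh2_null replicate 2 (0.333). The PRC1 call was lost without control replicate 1 (0.793) and without Ezh2_null replicate 2 (0.0663). The TGF beta call was lost without control replicate 1 (0.925) and without Ezh2_null replicate 1 (0.28).

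The effect of Ezh2 loss was set against itself across the experiments. Changes in Ezh2 null cells correlated across genes with those at day 18 at r = 0.686 and with those at day 32 at r = 0.658, with covariances of 0.0811 and 0.088, and with those at day 5 at r = 0.218. These comparisons share no arrays. Of the 118 genes higher in Ezh2 null cells, 94 were also called higher at day 32 (3.03 for independent lists), and of the 40 lower genes 36 were also lower (0.663). A direct test of the difference called 336 genes, 166 with a larger and 170 with a smaller signed change in Ezh2 null cells than at day 32, and 571 without control replicate 2. The split was 191 and 124 under quantile normalization, 467 and 1062 with no minimum fold, 138 and 219 without vehicle replicate 2 and 164 and 265 without Ezh2_null replicate 1, so its direction depended on the processing. The labels do not give the time after deletion for the rescue arrays. The interferon list differed by a median of 2.01 between the experiments, with all 28 genes passing and the same count when adjusted over the list alone (camera adjusted p = 2.59e-48; adjusted p = 0.0253 with an estimated correlation). Camera called 7 lists in this test, proliferation at a median of −0.72 (camera adjusted p = 6.31e-19), Myc targets at −0.40 (camera adjusted p = 1.02e-10) and cholesterol synthesis at 0.46 (camera adjusted p = 3.76e-10) among them, and with an estimated correlation the interferon list alone.

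The time course then asked which genes that were high in Ezh2 null cells had already risen at day 5. Of the 118 such genes, chosen on the rescue arrays alone, 15 (12.7%) were called higher at day 5, 96 (81.4%) at day 18 and 94 (79.7%) at day 32. Their median change was 0.19 at day 5, 1.73 at day 18 and 1.66 at day 32. The set was called higher by fry at each of the 3 times. The early genes were Igf1, Ppef1, the guidance factor gene Slit3 at 1.82 ± 0.082, the IGF-binding protein gene Igfbp4 at 1.78 ± 0.132, Rragd at 1.70 ± 0.118, Dhrs9 at 1.60, Prkaa2, a catalytic AMPK subunit gene, at 1.57, Arrb1 at 1.53, the histocompatibility gene H2-K1 at 1.31, Sema3a at 1.27, Prxl2a at 1.23, Dtx4 at 1.22, Rsad2 at 1.12, Loxl4 at 1.01 and Cdkn1a. Not all stayed high: Igfbp4, H2-K1 and Rsad2 stood at 0.35, −0.03 and −0.67 at day 32. Of the 40 genes lower in Ezh2 null cells, 2 (5%) were called lower and 2 (5%) higher at day 5, with a median of −0.46 (−0.37 and −0.52 in the 2 replicates) that fry called lower, and 35 (87.5%) were called lower at day 18 and 36 (90%) at day 32. Without vehicle replicate 1 the share lower at day 5 was 15%.

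The rescue comparisons asked how far Ezh1 or Ezh2, given before or after deletion, kept genes at the control level. In Ezh2 pre-rescue cells limma called 0 genes against control, with 1928 genes at an unadjusted p under 0.05, 32 higher and 6 lower by rank product, and 2 higher after median centring. In Ezh1 pre-rescue cells limma called 2 genes, Ezh1 itself and Igfbp4 at 1.90 ± 0.159 (adjusted p = 0.0312), and rank product called 63 higher and 9 lower. With the preset correlation, which sets a list against the other genes, camera called 8 lists in Ezh2 pre-rescue, among them proliferation at a median of −0.29 (camera adjusted p = 1.74e-10; adjusted p = 0.544 with an estimated correlation) and extracellular matrix at 0.27 (camera adjusted p = 1.19e-08; adjusted p = 0.536 with an estimated correlation). It called 10 in Ezh1 pre-rescue, among them proliferation at −0.26 (camera adjusted p = 4.39e-08; adjusted p = 0.601 with an estimated correlation), a call lost without Ezh1_pre_rescue replicate 1 (0.16). With an estimated correlation, and with fry, 0 lists were called in either group. Both counts of genes rested on 1 control array. Without control replicate 2, 139 genes were called in Ezh2 pre-rescue and 143 in Ezh1 pre-rescue, and the Ezh1 pre-rescue count was 1 without control replicate 1, 5 without Ezh1 pre-rescue replicate 1 and 0 without Ezh1 pre-rescue replicate 2. Of Ezh1 and Igfbp4, 1 kept its call without Ezh1 pre-rescue replicate 1, and 0 did without control replicate 1, without Ezh1 pre-rescue replicate 2 and without each array of Ezh2 pre-rescue and Ezh2 post-rescue. Cpa6 stood at 3.16 ± 0.349 above control in Ezh1 pre-rescue (adjusted p = 0.108) and at 0.10 in Ezh2 pre-rescue, and Foxp2 at 2.18 ± 0.657 (adjusted p = 0.35) and 0.12. The Foxp2 values of the 2 Ezh1 pre-rescue arrays were 6.14 and 8.54, against 5.43 and 4.89 in control.

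Against Ezh2 null cells, the Ezh1 pre-rescue lowered Plag1 by a change of −4.27 ± 0.254 (adjusted p = 0.00125), Hoxb9 by −3.54 ± 0.491, Rorb by −3.33 ± 0.347 and Chn1 by −3.02 ± 0.208, and raised Fmod by 2.73 ± 0.299. The Ezh2 pre-rescue gave −4.59 ± 0.657 for Foxp2 (adjusted p = 0.0133), −4.45 ± 0.254 for Plag1, −3.90 ± 0.349 for Cpa6 and 3.49 ± 0.299 for Fmod. In all, 38 genes were higher and 71 lower in Ezh1 pre-rescue (84 and 80 after median centring). In Ezh2 pre-rescue 98 were higher and 128 lower (139 and 127 after median centring). Median centring thus turns the majority in both. These totals of 109 and 226 became 328 and 434 without Ezh2 null replicate 1 and 64 and 134 without Ezh2 null replicate 2. They became 14 and 20 without Ezh1 pre-rescue replicates 1 and 2, and 59 and 13 without Ezh2 pre-rescue replicates 1 and 2. A direct comparison of the 2 pre-rescues called 1 gene, Ezh1, at 2.02 ± 0.157 (adjusted p = 0.0363), and rank product called 11 higher and 1 lower. The call of Ezh1 held without either control array and was lost without each other array of the experiment. It left 0 genes without Ezh1 pre-rescue replicate 2 and without either Ezh2 pre-rescue array, and 3 other genes were called without Ezh1 pre-rescue replicate 1. With only the 2 groups fitted, 7 genes were called. Cpa6 was 3.06 ± 0.349 higher in Ezh1 than in Ezh2 pre-rescue, with arrays at 7.73 and 8.74 against 5.14 and 5.22, and did not pass the correction over all genes (adjusted p = 0.193).

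In Ezh2 post-rescue cells, which received Ezh2 after deletion, many genes stayed far from control. Foxp2 stood at 5.22 ± 0.657 (adjusted p = 0.0191), Rorb at 4.95 ± 0.347 (adjusted p = 0.00323), Plag1 at 4.55 ± 0.254 (adjusted p = 0.00155), Ppef1 at 4.19 ± 0.225 (adjusted p = 0.00155), Cpa6 at 3.02 ± 0.349 and Hoxb9 at 3.02 ± 0.491 (adjusted p = 0.0489). The water channel gene Aqp1 was at 3.32, Mapk10 at 2.99 and the ephrin receptor gene Epha3 at 2.99, and among lower genes were Frzb at −2.73 and Edil3 at −2.63. Of 36 Hox genes 5 were higher (7 when adjusted over the list alone), with Hoxb5 at 2.06 ± 0.171 and Hoxb6 at 1.77 ± 0.164 (camera adjusted p = 0.0433; adjusted p = 0.912 with an estimated correlation). The Hox call was lost with quantile normalization (0.125), without control replicate 1 (0.33) and without Ezh2_post_rescue replicate 1 (0.0694), and the list had a median of −0.06 and a mean of 0.23. Of 28 interferon genes 5 were higher, and 24 when adjusted over the list alone, with Rsad2 at 2.31 ± 0.212 and Gbp3 at 1.60 ± 0.184 (median 0.73, camera adjusted p = 2.17e-29; adjusted p = 0.411 with an estimated correlation). Camera called 7 lists in all with the preset correlation, 0 with an estimated one (lowest camera adjusted p = 0.411), and fry 0. The others were antigen presentation (camera adjusted p = 0.000117), cholesterol synthesis (camera adjusted p = 0.00105), the integrated stress response (camera adjusted p = 0.00125), cartilage and bone (camera adjusted p = 0.0206) and p53 targets (camera adjusted p = 0.0303). The cholesterol call was lost without control replicate 2 (0.982) and the stress call without Ezh2_post_rescue replicate 1 (0.115). The cartilage call was lost without control replicate 1 (0.179) and without Ezh2_post_rescue replicate 2 (0.0572). The p53 call was lost without control replicate 1 (0.0728), control replicate 2 (0.0892), and Ezh2_post_rescue replicates 1 (0.0512) and 2 (0.0572), and with quantile normalization (0.0616) and median centring (0.0561). In all, 67 genes were higher and 19 lower than in control. This total of 86 was 151 without control replicate 2, 21 without Ezh2 post-rescue replicate 1 and 50 without Ezh2 post-rescue replicate 2, and of 44 named genes that were called, 14 remained called without Ezh2 post-rescue replicate 1. The lists of genes called in Ezh2 null and Ezh2 post-rescue cells shared 37 higher and 10 lower genes, where independent lists would share 0.42 and 0.0404. Their changes correlated at r = 0.645 (0.501 simulated), with a covariance of 0.0461 (0.0109 simulated), and part of the excess may come from the 2 shared control arrays.

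Set directly against Ezh2 null cells, the post-rescue lowered some genes and left others. Rragd changed by −2.74 ± 0.195 (adjusted p = 0.0062), Chn1 by −2.56 ± 0.208 (adjusted p = 0.00792), Pcdh9 by −2.36 ± 0.335 (adjusted p = 0.0354), Igf1 by −2.33 ± 0.373 (adjusted p = 0.0496), Tlcd4 by −2.32 ± 0.08 (adjusted p = 8.48e-05) and Cdkn1a by −1.71 ± 0.175 (adjusted p = 0.0123). For Foxp2, Rorb and Plag1 the differences of 0.52 ± 0.657, 0.54 ± 0.347 and 0.22 ± 0.254 did not pass the test. Ppef1 rose by 3.00 ± 0.225 and Grem1, a BMP antagonist gene, by 2.27 ± 0.215. Of 18 integrated stress response genes 4 were lower, and 11 when adjusted over the list alone (camera adjusted p = 1.16e-13; adjusted p = 0.307 with an estimated correlation). In all, 15 genes were higher and 33 lower, 48 together. This became 128 without Ezh2 null replicate 1, 3 without Ezh2 post-rescue replicate 1 and 5 without Ezh2 post-rescue replicate 2. Against Ezh2 pre-rescue cells, the post-rescue cells had 56 genes higher and 23 lower (73 and 52 after median centring), with Foxp2 at 5.11 ± 0.657 (adjusted p = 0.019), Plag1 at 4.68 ± 0.254 and Dhrs3 at −2.51 ± 0.338. That total of 79 was 7 without either Ezh2 pre-rescue array, 19 without Ezh2 post-rescue replicate 1 and 41 without Ezh2 post-rescue replicate 2.

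**Figure D3:**
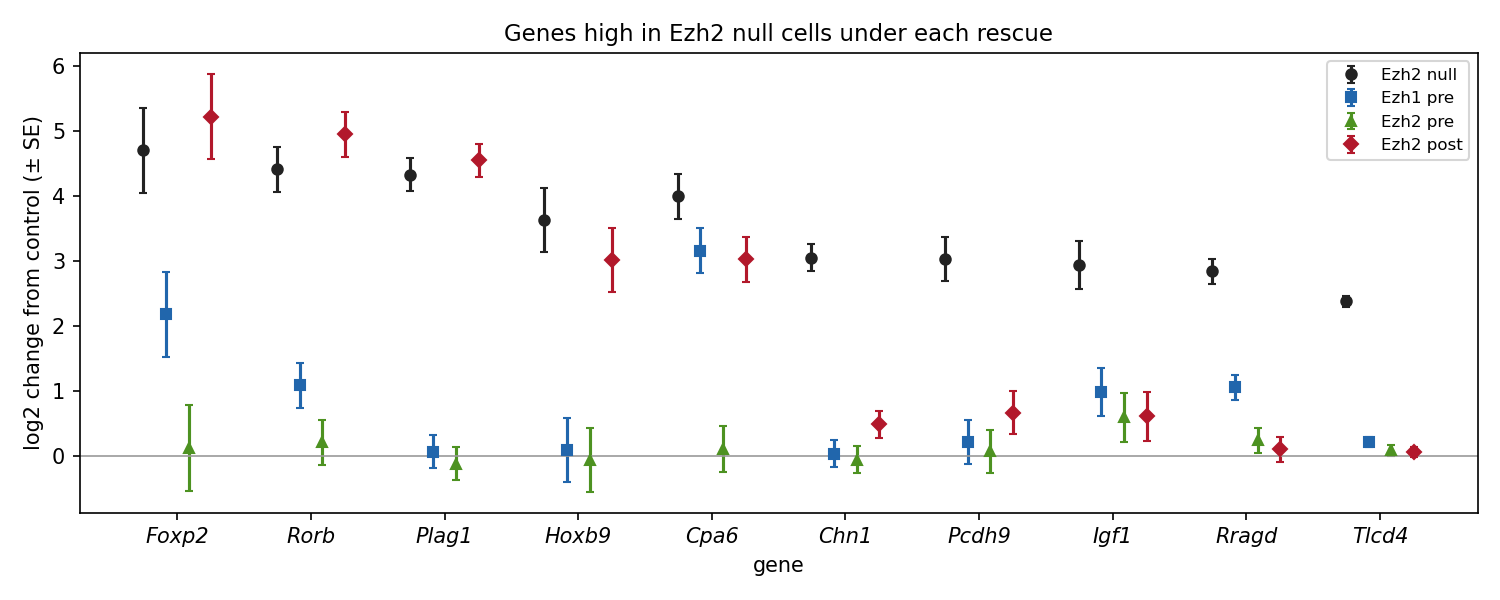
Log2 change from control (y axis, ± SE, n = 2 arrays per group) of 10 genes (x axis) in Ezh2 null, Ezh1 pre-rescue, Ezh2 pre-rescue and Ezh2 post-rescue cells. Foxp2, Rorb and Plag1 did not differ by the test between post-rescue and null cells, whereas Chn1, Pcdh9, Igf1, Rragd and Tlcd4 were lower in post-rescue than in null cells.

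The rescue was also measured over sets of genes chosen on the time course alone, which avoids choosing genes on the arrays that measure them. The 326 genes higher at both late times, with a median of 1.45 at day 32, had a median change of 0.82 in Ezh2 null cells. Of these, 321 (98.5%) were positive, and fry called the set. In Ezh1 pre-rescue the median was 0.08 and in Ezh2 pre-rescue 0.008, neither of which fry called. In Ezh2 post-rescue it was 0.22, which fry called. The ratio of these 2 medians is 26.7%, and 41.6% and 25.9% in the 2 replicates. Gene by gene, post-rescue minus null cells had a median of −0.36, which fry also called and which is −43.8% of the null median, so the share left depends on the summary. By the ratio of medians the share left in post-rescue grew with the size of the day 32 effect, from 22.7% for 176 genes between 1 and 1.5 log2 units, through 26.9% for 81 genes up to 2 and 53.8% for 46 genes up to 3, to 100.4% for 23 genes above 3, a split added after the data were seen. Gene by gene, 13 of the 23 genes above 3 nevertheless lay below null in post-rescue, with a median difference of −0.41. In the smaller classes 159 of 176, 73 of 81 and 39 of 46 did, with medians of −0.29, −0.46 and −0.60. The same split of the genes lower at both late times did not rise throughout, with 26.9% for 52 genes, 44.1% for 60, 54.4% for 36 and 39.6% for 12 genes above 3. Of 55 genes at least 2 log2 units higher at both late times, 39 passed as higher in Ezh2 null cells at an adjusted p under 0.05. In post-rescue 15 passed, in Ezh1 pre-rescue 0 and in Ezh2 pre-rescue 0. These counts are at any fold and include Hey1 at 0.85 in null and Hoxb13 at 0.64 in post-rescue cells. The change that passes differs between comparisons, so a count of 0 does not show a return to control. Cpa6 did not pass at 3.16 in Ezh1 pre-rescue (adjusted p = 0.108) and passed at 3.02 in post-rescue (adjusted p = 0.0123). Against Ezh2 null cells limma's direct test put 27 of the 55 lower in Ezh1 pre-rescue, 41 in Ezh2 pre-rescue and 9 in post-rescue, also at any fold.

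The 160 genes lower at both late times had a median of −0.68 in Ezh2 null cells, −0.01 in Ezh1 pre-rescue, 0.18 in Ezh2 pre-rescue and −0.27 in post-rescue. The last is 40.1% of the null median, and fry called the set in Ezh2 null cells and in no other group against control. These medians depended on the control arrays. Without control replicate 1 and without control replicate 2 they were −0.43 and −0.09 in post-rescue, 0.02 and 0.36 in Ezh2 pre-rescue, −0.15 and 0.18 in Ezh1 pre-rescue, and −0.83 and −0.46 in Ezh2 null cells. The difference between post-rescue and null cells was 0.38, a fry call that held without either control array and without Ezh2 null replicate 1, and was lost without each of the other arrays of the rescue experiment. The value was 0.24 without Ezh2 null replicate 2 and 0.50 without Ezh2 null replicate 1.

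**Figure D4:**
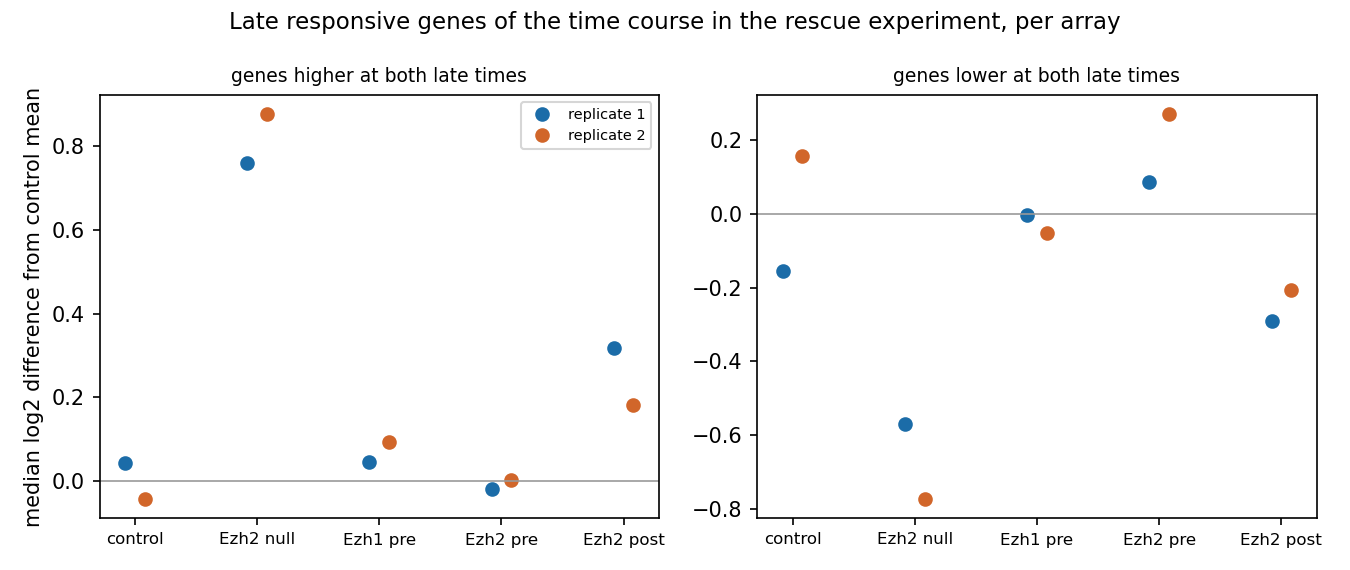
Median log2 difference from the control mean (y axis) over the 326 genes higher (left) and the 160 genes lower (right) at both late times, with 1 point per array coloured by replicate and the 5 groups of the rescue experiment on the x axis. Post-rescue arrays lay between control and Ezh2 null arrays in both panels. Pre-rescue arrays lay near control in the left panel, and in the right panel Ezh2 pre-rescue replicate 2 lay 0.27 above the control mean, outside the control arrays.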

Values the study reported

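The study reports that only 9% of its responsive genes were already up-regulated 5 days after tamoxifen. It reports that 26% of responsive genes were not rescued by Ezh1. Its responsive genes were both up-regulated on loss of Ezh2 and marked by H3K27me3 at the promoter. The gene sets above carry no such filter, so their shares are not directly comparable. It also reports that Ezh2 given after deletion did not revert most transcripts. Differential expression was called there with rank products, at an adjusted P of 15% and a minimum fold change of 2.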

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

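The tests of explanations below were chosen after the result was seen, except the test of noise between arrays and the test of a gain or loss of a chromosome. The comparison between the experiments was planned, and that of the lists between day 5 and day 32 was added. The effect of Ezh2 loss differed between the rescue experiment and day 32 of the time course for 336 genes, by a direct test of the difference between both effects. Of 47 named genes compared, 16 differed. Efna5 differed by −3.13 (standard error 0.594, adjusted p = 0.00659), Epha3 by −2.04, Foxf1 by −1.90, Rorb by −1.44 and Fmod by −1.39, all as the effect in Ezh2 null cells minus that at day 32. The difference was 1.42 for Akr1c14, 1.57 for Fam180a, 1.65 for Rragd, 2.25 for Cmtm5, 2.57 for Lum, 2.67 for Angptl1, 2.78 for Ucma and 2.93 for Cnmd (standard error 0.181, adjusted p = 1.16e-05). It was 3.04 for Ifit3b, 3.25 for Ifit1 and 3.90 for Ifit3 (standard error 0.39, adjusted p = 0.000107), of which Ifit3 and Ifit3b are paralogs whose probes can be shared. In 13 of the 16 the change was smaller in Ezh2 null cells than at day 32. The experiments were normalized apart, and the time after deletion is not given for the rescue arrays, so the count of 336 cannot be assigned to 1 source.

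By camera with the preset correlation 7 lists differed between the experiments, as the effect in Ezh2 null cells minus that at day 32. These were the interferon response by a median of 2.01, proliferation by −0.72, Myc targets by −0.40, cholesterol synthesis by 0.46, antigen presentation by 0.40, imprinted genes by 0.16 and extracellular matrix by 0.078. Between day 5 and day 32 also 7 lists differed, the interferon response by −2.51, proliferation by 1.25, extracellular matrix by −0.49, Myc targets by 0.42, Hox genes by 0.11, adipocyte genes by −0.28 and cartilage and bone by −0.31. With an estimated correlation the interferon list differed between the experiments and 0 lists differed between the times. A signal also lay outside the genes tested: of 7223 probe sets that carry several genes or none, 156 were called at day 32 (96 higher and 60 lower), against 77 at day 5.

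The first pattern weighed is the interferon list, which was above vehicle at day 5 (mean 0.93) and below it at day 18 (−1.06) and day 32 (−1.70). In Ezh2 null cells, in which the late genes were high, the list mean was 0.456 above control, 0.695 in replicate 1 and 0.217 in replicate 2. The standard error over genes was 0.101, which leaves out the spread between arrays, and of the tests of the rise camera with the preset correlation passed and fry did not (adjusted p = 0.234). The list fell in neither replicate against control, and its effect differed from that at day 32 (fry adjusted p = 6.47e-05). For the comparison with control, this argues against loss of Ezh2 alone lowering these genes as at day 32. The list mean was also above control in cells given Ezh2, by 0.304 in Ezh2 pre-rescue and 0.88 in post-rescue. Against Ezh2 pre-rescue, null cells read higher in replicate 1 (8.854 and 8.499) and lower in replicate 2 (8.302 and 8.355). Blood cells in the day 5 cultures are argued against by their 12 markers, with a mean change of −0.0116 (standard error 0.0659). Culture conditions stay open: the list mean differed by 0.552 between the 2 Ezh2 null arrays, though by less than the fall at day 32. This was more than in all of 10000 random lists of the same size and level. Those lists need not share its correlation between genes, estimated at 0.406, and the stated batch between replicates was not weighed here. Replicate 1 was also the higher in Ezh1 pre-rescue (8.507 and 8.049), Ezh2 pre-rescue (8.499 and 8.355) and control (8.16 and 8.085). Post-rescue went the other way (8.987 and 9.019). The design has 1 vehicle group for 3 times, so days after tamoxifen and days in culture cannot be told apart. The time course also has no tamoxifen-treated group that kept Ezh2. A direct effect of the treatment, at day 5 above all, therefore cannot be told apart from loss of Ezh2 and stays open.

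The second pattern is the uneven return of late genes after later Ezh2, over the 55 genes at least 2 log2 units higher at both late times. A mixture of rescued and unrescued cells with 1 share for all genes is argued against where the unrescued cells match the Ezh2 null arrays. The share of unrescued cells was 51.3% fitted, 58.1% in replicate 1 and 37.1% in replicate 2, each fitted with its own share in the test. Deviations from the level the mixture predicts correlated between the replicates at r = 0.697 (bootstrap bounds 0.548 and 0.822). A mixture with unrescued cells that differ from the null arrays was not tested and stays open. Noise between arrays was tested by the correlation between replicates of the difference between post-rescue and null cells, which was 0.533 against a bound of 0.5 set beforehand; its own bootstrap bound of 0.319 did not clear that, and the case against noise rests on the deviations. Another history of the post-rescue culture stays open. Of the genes called between post-rescue and null cells, 27.1% (13 of 48) were called neither at a late time nor in Ezh2 null cells. These include Ezh2 itself, the gene that was introduced. Against control, the median of chromosome 17 was −0.223 in post-rescue and −0.052 in null cells, and that of chromosome 12 −0.108 and 0.005. On X both were low (−0.129 and −0.108). The difference between post-rescue and null cells may therefore hold more than the effect of returned Ezh2. A biological difference between genes in how reversible their change is remains untested.

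The third pattern is a shift of whole chromosomes. In Ezh2 post-rescue the median change of 446 genes of chromosome 17 was −0.223, with 91.3% below 0, while the central 99% of random lists ran from −0.0467 to −0.00285, which argues against a chance draw. On chromosome 4 the medians over 594 genes were −0.159 in Ezh1 pre-rescue and −0.151 in Ezh2 pre-rescue. The first part of the chromosome, its second part and single replicates gave 12 tests. In 12 of 12 the median lay below the range of random lists, as a loss of the chromosome in part of the cells may give. The parts and replicates come from the arrays on which chromosomes 17 and 4 had the largest medians, so they are no independent check. The tests of chromosome 4 set both pre-rescue groups against the same control arrays, so they are not independent. No other chromosome had a median above 0.129 in size. In Ezh2 post-rescue X stood at −0.129, chromosome 14 at −0.111, chromosome 12 at −0.108 and chromosome 1 at −0.104. These lie below the range given for chromosome 17, and chromosome 15 lay above it at 0.0449. In Ezh1 pre-rescue chromosome 19 stood at −0.1 and chromosome 15 at −0.0969, below the range of −0.0659 to −0.0206 for chromosome 4. These chromosomes were not tested with lists of their own size. The ranges therefore do not single out chromosomes 17 and 4. No DNA was measured on these arrays, so a loss of a chromosome remains a hypothesis.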

How the results depend on the processing

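The alternatives were planned except the added ones named in the methods. With 2 arrays per group, leaving 1 out leaves a lone array that is assumed to vary like the other groups. No result that had passed a test reversed its direction. Medians that had not passed changed sign when 1 array was left out, from −0.1545 to 0.1753 for the late lower genes in Ezh1 pre-rescue and from −0.05754 to 0.01584 for the late higher genes in Ezh2 pre-rescue. Under the alternatives 413 results kept their size and call, 100 moved, 7 lost and 1 gained a call, and for named genes 8435 values kept their call, 804 lost and 15 gained it. The lowest signals of the arrays limit what can be read from dim genes. Where no cause is given the cause was not tested.

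With an adjusted p under 0.15 and 2-fold, the counts were 137 for Ezh2 post-rescue and control, 198 for Ezh1 pre-rescue and Ezh2 null, 84 for post-rescue and null, 2 between the pre-rescues and 138 for post-rescue and Ezh2 pre-rescue, by construction more than at 0.05. With no minimum fold, which admits smaller changes, the counts were 3154 at day 5, 4838 at day 18, 6147 at day 32, 781 between day 18 and day 32, 367 in Ezh2 null, 133 in post-rescue, 433 for Ezh1 pre-rescue and null, 1344 for Ezh2 pre-rescue and null, 113 for post-rescue and null, 166 for post-rescue and Ezh2 pre-rescue, and 1529 across the experiments. Rank product called 267 genes in Ezh2 null, 72 in Ezh1 pre-rescue, 38 in Ezh2 pre-rescue, 177 in post-rescue, 216 for Ezh1 pre-rescue and null, 111 for post-rescue and null, 12 between the pre-rescues and 184 for post-rescue and Ezh2 pre-rescue.

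With quantile normalization the percent of null-lower genes called lower, day_5 vs vehicle, was 11.36, and the split across the experiments was 191 higher and 124 lower, against 166 and 170. With median centring it was 13.85, and the counts were 4 in Ezh1 pre-rescue, 2 in Ezh2 pre-rescue, 164 for Ezh1 pre-rescue and null (84 higher and 80 lower, against 38 and 71), 3 between the pre-rescues (2 and 1, against 1 and 0) and 125 for post-rescue and Ezh2 pre-rescue (73 and 52, against 56 and 23). The day 5 split was then 117 and 67 (against 182 and 35), that at day 18 284 and 242 (396 and 177) and that at day 32 354 and 425 (484 and 312). That for Ezh2 pre-rescue and null was 139 and 127 (98 and 128). With this centring the majority turned at day 32 and for both pre-rescues against null. It also turned across the experiments, to 182 higher and 131 lower. With median centring the late lower genes, median log2 change, Ezh2_post_rescue vs control, was −0.2972 and was called by fry. Trend and robust gave 2 genes between the pre-rescues.

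Without the replicate block 2 genes were called between the pre-rescues, 190 in Ezh2 null (158 with it), 3 in Ezh1 pre-rescue (2), 108 in post-rescue (86), 145 and 254 for the pre-rescues against null (109 and 226), 66 for post-rescue and null (48) and 114 for post-rescue and Ezh2 pre-rescue (79). A block in the time course left the counts at 217, 573, 796 and 44, with 117 of 118, 123 of 123, 120 of 121 and 20 of 20 named genes still called. With only the 2 groups compared, which leaves 1 residual degree of freedom in the rescue experiment, limma called 0 genes in Ezh2 null (267 by rank product and 2910 at an unadjusted p under 0.05 in the full fit), 10 in Ezh1 pre-rescue, 18 in Ezh2 pre-rescue, 151 in post-rescue, 75 for post-rescue and null, 7 between the pre-rescues and 182 for post-rescue and Ezh2 pre-rescue.

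For gene lists, an estimated correlation gave 0 calls in each of 13 comparisons. Fry called 13 lists at day 5, 17 at day 18, 20 at day 32, 0 in Ezh2 null, Ezh1 pre-rescue, Ezh2 pre-rescue, post-rescue, Ezh1 pre-rescue and null, and the pre-rescues, 4 for Ezh2 pre-rescue and null, 1 for post-rescue and null and 2 for post-rescue and Ezh2 pre-rescue.

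Leaving out 1 array gave 123 to 310 genes in Ezh2 null, 0 to 143 in Ezh1 pre-rescue, 0 to 139 in Ezh2 pre-rescue, 21 to 151 in post-rescue, 14 to 328 for Ezh1 pre-rescue and null, 13 to 434 for Ezh2 pre-rescue and null, 3 to 128 for post-rescue and null, 0 to 3 between the pre-rescues, 7 to 41 for post-rescue and Ezh2 pre-rescue and 242 to 571 across the experiments. In the time course the counts were 220 to 237 at day 5, 568 to 623 at day 18, 788 to 884 at day 32 and 39 to 60 between the late times. Lists called ran from 5 to 10 in Ezh1 pre-rescue, 7 to 12 for Ezh1 pre-rescue and null, 2 to 5 between the pre-rescues, 4 to 9 in post-rescue and 4 to 7 for post-rescue and null. The late lower genes between post-rescue and null ran from 0.2401 to 0.5049, and the share of genes lower in Ezh2 null that were lower at day 5 from 5 to 15%.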

Other observations

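The family and the pairs below were noticed among the late genes and are hypotheses. A test on those same genes only restates what prompted it, and of the tests given the one of neighbouring pairs in Ezh2 null cells alone was set before its result was seen. Of 70 tested axon guidance genes 12 lay among the 326 genes higher at both late times, where 1.21 would be expected (Fisher's exact test, two-sided p = 2.58e-09), and 2 fell. Among the genes called higher in Ezh2 null cells, on other arrays, were 5 of the 70, where 0.439 would be expected (Fisher's exact test, two-sided p = 7.78e-05). Efna3, Epha3, Sema3a and Slit3 are among these 5 and also among the 12, so this test is not independent of the genes that prompted it. The 12 were the ephrins Efna5, at 5.11 ± 0.111 log2 units above vehicle at day 32, and Efna3 at 1.43, the ephrin receptors Epha3 at 3.76 ± 0.158, Epha7 at 3.36 and Ephb6 at 1.33, the semaphorins Sema3a at 2.61 and Sema3c at 2.48, the netrin receptors Unc5a and Unc5b at 1.78 and 2.14, Plxna4 at 1.73, Slit2 at 1.02 and Slit3 at 1.19. In Ezh2 null cells 5 of these 12 passed at any fold, Efna3 at 1.56 (adjusted p = 0.0022), Unc5a at 0.99 (adjusted p = 0.00538), Epha3 at 1.72 (adjusted p = 0.0117), Slit3 at 1.64 (adjusted p = 0.0164) and Sema3a at 1.43 (adjusted p = 0.0312). Unc5a rose by less than 2-fold, so these 5 are not the same as the 5 called above. The other 7 did not pass, Efna5 at 1.98 (adjusted p = 0.129) and Unc5b at 0.03 (adjusted p = 0.98) among them.

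Counting tested genes that are adjacent on a chromosome, 15 pairs had both members among the 326 genes, where random sets gave 5.65 on average and 11 at the upper percentile used as a bound. In 12 of the pairs the symbols differed in their stem, but these include related genes, Cxcl5 and Ppbp as well as Raet1e and H60b. The bound of 11 comes from random sets that count related pairs too, so a count without the related pairs cannot be set against it. Whether an excess remains beyond related genes was not decided. Plag1 and Chchd7, Celf2 and Gata3, Pla2g4a and Ptgs2, and Glrb and Pdgfc were among the pairs. For paralogs such as Aldh1a1 and Aldh1a7 shared probes may add to the count of 15. Among the genes higher in Ezh2 null cells 3 pairs with different stems were adjacent, Raet1e and H60b, Plag1 and Chchd7, and Epb41l4b and Ptpn3, where random sets gave 0.636 on average and 3 at the same bound, which leaves the question open.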
